A study of Mus musculus with 2 samples. Its data were reported in "Titration of RAS alters senescent state and influences tumour initiation" (2024).

How the data were processed

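Livers of 3 mice were analysed on day 6 after hydrodynamic tail-vein injection, a rapid high-volume injection that drives plasmid DNA into a subset of hepatocytes. A transposon carried mVenus, a yellow fluorescent protein, together with NRAS. The experimental mice received oncogenic NRAS(G12V) and the control mouse received NRAS(G12V/D38A), which carries a further change in the effector loop, so the G12V mice and the D38A mouse both carry the transgene. Hepatocytes of each mouse were labelled with a hashtag, an antibody bearing a DNA tag, sorted for mVenus, pooled and run together on the 10x Genomics 3′ single-cell platform. A gene expression library and a hashtag library were made from the pool.

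For the gene expression library the authors aligned reads to the mouse mm10 genome with Cell Ranger and deposited UMI counts (unique molecules) per gene and cell barcode, with no normalization. For the hashtag library the authors deposited counts of UMIs per hashtag and barcode, made with CITE-seq-Count with no mismatch allowed in the tag. Both tables are raw counts. The gene table has 31054 gene rows, an added row for mVenus and 6 rows for hashtags. The last 6 were left out of all sums. No row for human NRAS was used here. The mouse Nras row reached 1427 UMIs in a barcode, which shows that it takes up reads of the construct, and it was therefore kept out of library sizes, calls and principal components together with mVenus. The reads of several sequencing lanes cannot be told apart in the counts, so no lane was fitted.

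The table that pairs hashtags with mice, as deposited by the authors, gives hashtag 1 (ACCCACCAGTAAGAC) to the D38A mouse, hashtag 2 (GGTCGAGAGCATTCA) to G12V replicate 1 and hashtag 3 (CTTGCCGCATGTCAT) to G12V replicate 2. The study's methods give hashtags 1 and 2 to the G12V mice and hashtag 3 to the D38A mouse. Hashtag 2 is a G12V mouse in both. The deposited table was used for the main results, as planned, and each comparison was computed again with the methods' pairing. Neither pairing was chosen by the values, so mice are named by hashtag and each direction between the groups holds only for the stated pairing.

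The gene expression library held 142080194 UMIs in 13151 barcodes, with medians of 3908 UMIs and 1221 genes per barcode. The hashtag library held 13150 barcodes, of which 13141 were in both, and 2218117 UMIs of the 3 tags. Another 170054 of its counts matched no tag and were left out. Barcodes were assigned with HTODemux (Seurat 5.3.0, positive quantile 0.99). It called 5382 barcodes for 1 tag, 253 as doublets of different tags and 7504 (57.1%) as negative. Free hashtag 1 was the most abundant: the median barcode held 13 UMIs of hashtag 1, 3 of hashtag 2 and 3 of hashtag 3, and the lowest called barcode held 40, 18 and 14.

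Barcodes with at least 500 genes, at least 1000 UMIs and under 20% mitochondrial UMIs in both libraries were kept, which left 10211, of which 3707 were called for 1 tag. Scrublet with an expected doublet rate of 0.1 set its automatic threshold at 0.742 and marked 0 barcodes, so it did not work on these data and doublets were removed by hashtag only, which leaves doublets within a mouse in place. Barcodes were clustered with scanpy 1.11.5 (2000 variable genes, 30 principal components, 15 neighbours, Leiden resolution 0.5) into 15 clusters. A cluster was named from marker lists fixed in advance when at least 3 markers of the type were found in at least 25% of its cells, the mean marker level relative to the highest cluster was at least 0.15, this score was at least 1.5 times that of the second type, and no other type had more of its markers among the 10 genes of the cluster with the highest fold. A cluster with none of its own markers there also needed a median of at least 0.333 of the median UMIs of all barcodes. These naming thresholds were set after the clusters were seen. 9 of the 10 listed hepatocyte markers matched a row by symbol. 7 clusters were hepatocyte-like, and 1 cluster of 868 barcodes led by H2-Eb1, Cd74 and H2-Aa stayed unnamed. The kept hepatocytes are the 1825 barcodes in hepatocyte-like clusters that were called for 1 tag. Cell types were rebuilt here, so differences from the study in the cells used may come from that.

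UMIs of the kept hepatocytes were summed per hashtag. Levels are given as CPM, the usual library-size scaling, relative to all UMIs of the sum. Intervals on a sum of counts are exact Poisson 95% intervals, and those on a share exact binomial (Clopper-Pearson) 95% intervals. Both cover counting error only and not the spread between mice. Where a share of cells with a UMI was compared, cells were thinned to 2000 UMIs and shallower cells were left out. With only 1 mouse in the control group, no test of G12V against D38A was run. Genes at 10 CPM or more in at least 1 mouse were counted as apart when the TMM-scaled ratio on the log2(CPM + 1) scale was at least 2-fold in the same direction in each G12V mouse, and this count was set beside the number of genes 2-fold apart between the G12V mice. Counting error was simulated in 100 Poisson draws with equal expression in the 3 mice. For mixing, the same number of cells was drawn from each mouse and the 30 nearest neighbours of each cell were found on 30 principal components. For clusters of the kept hepatocytes alone, construct rows were also left out.

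For dose, cells were ranked within each mouse by the share of their UMIs from mVenus. Over 25% of the cells of each mouse had none, so these formed the lowest bin and the rest were divided into 3 equal bins. Sums per mouse and bin were tested with edgeR 4.0.16 (TMM, filterByExpr, the quasi-likelihood fit without the legacy setting, mouse as a block) for the highest against the lowest bin, and for the mean of the middle bins against the mean of the outer bins, with Benjamini-Hochberg adjustment at 0.05. The legacy setting was left off because it gave too many false calls on simulated counts. The bins of a mouse pair across mice only in dose, and the mouse block follows from each mouse giving all 4 of its sums. The control mouse was binned in the same way as a background, with no test. Gene sets were tested with fry (limma 3.58.1) on log CPM with a prior count of 2, in 20 tests adjusted together. The sets were written from general knowledge and were not checked against a database.

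The genes named for a dose contrast were the 5 largest rises and 5 largest falls among adjusted calls with a mean of at least 10 CPM and the same direction in each G12V mouse. Those named between mice were the 5 highest and 5 lowest by the smaller of the log2 ratios, with at least 50 CPM in at least 1 mouse. The 15 genes of the study's panel could be named whatever their rank, and not each of them is given for each comparison. Gene positions are from GENCODE on GRCm38, the assembly also called mm10. The pairing used for the main results, the cell filters, the tests, the marker and gene lists, the rules for naming genes and most of the alternatives were fixed before the data were examined. The alternatives with the methods' pairing, the removal of barcodes with high Scrublet scores, the limit of 10000 UMIs per cell, the matching of cells in UMIs and the removal of the largest cell of a bin were added afterwards. For matching, each cell was paired with the unused cell of nearest UMI count, and the spread of the matched neighbour shares was taken from 20 draws of 67 cells per mouse, each thinned anew, with 15 neighbours.

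The fits were tested on simulated data in which 200 genes were changed 4-fold (2.00 on the log2 scale). These genes were drawn from those at 50 CPM or more, and each changed alike in the 2 G12V mice. The dose fits were simulated with 1 dispersion for all genes. Recovery of genes at lower levels or of differing dispersion was therefore not tested. With the deposited pairing, the highest-against-lowest fit on 10192 genes recovered 98.0% of them with 2.97% false calls, and the middle-against-outer fit on 10223 genes recovered 100% with 0.50%. With the methods' pairing these shares were 100% and 4.76% over 10564 genes, and 100% and 2.91% over 10572 genes. Genes changed 4-fold between mice were all counted as 2-fold apart (100%), with 0 other genes counted among 6265 for the deposited pairing and 17 among 6233 for the methods' pairing. Alternatives covered the hashtag rule, cell filters, doublet removal, cell types, scaling, low-count filters, binning, the transgene row used, the mouse block, the added control sums, DESeq2 1.42.0, a linear trend, camera with an estimated correlation, and single replicates left out.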

Results

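Single-cell RNA sequencing of mVenus-sorted hepatocytes gave 1825 hepatocyte-like cells that could be assigned to 1 of 3 mice, namely 2 mice given NRAS(G12V) and 1 control mouse given NRAS(G12V/D38A). Hashtag 1, the D38A mouse in the deposited table, had 340 cells with a median of 11900 UMIs and 8956898 UMIs in all. Hashtag 2, G12V replicate 1, had 1283 cells with a median of 42146 UMIs and 53373173 UMIs in all. Hashtag 3, G12V replicate 2, had 202 cells with a median of 2713 UMIs and 1113343 UMIs in all, so every value for this mouse is less precise. The study's methods give hashtag 1 to a G12V mouse and hashtag 3 to the D38A mouse, and the comparisons below are stated for the deposited pairing and then for the methods' pairing. A fixed rule of at least 10 hashtag UMIs with at least 80% from 1 tag gave 1476, 413 and 77 hepatocytes for hashtags 1, 2 and 3, and a limit of at least 10000 UMIs per cell, chosen after the data were seen, left 181, 1104 and 17.

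The transgene was examined first in each mouse. Hepatocyte-like cells held 959 mVenus UMIs in hashtag 1, 3411 in hashtag 2 and 91 in hashtag 3. These correspond to 107 CPM (95% Poisson interval 100.4 to 114), 63.9 CPM (61.8 to 66.1) and 81.7 CPM (65.8 to 100.4). In all other cell types of the same mice together the level was 15.8 CPM (13.7 to 18.0), measured in 1882 cells, and it was 14.9, 15.4 and 17.8 CPM in hashtags 1, 2 and 3. Construct expression was therefore above the level of free RNA in hepatocytes of hashtags 1 and 2. In hashtag 3 this held for the sum, but 46 of its 91 mVenus UMIs came from 1 cell and 63 from 7 cells. Its level and interval thus rest largely on few cells. The mouse Nras row, which takes up reads of the construct, reached 1236, 842 and 813 CPM in hepatocytes against 227 CPM in the other cells.

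**Figure D1:**
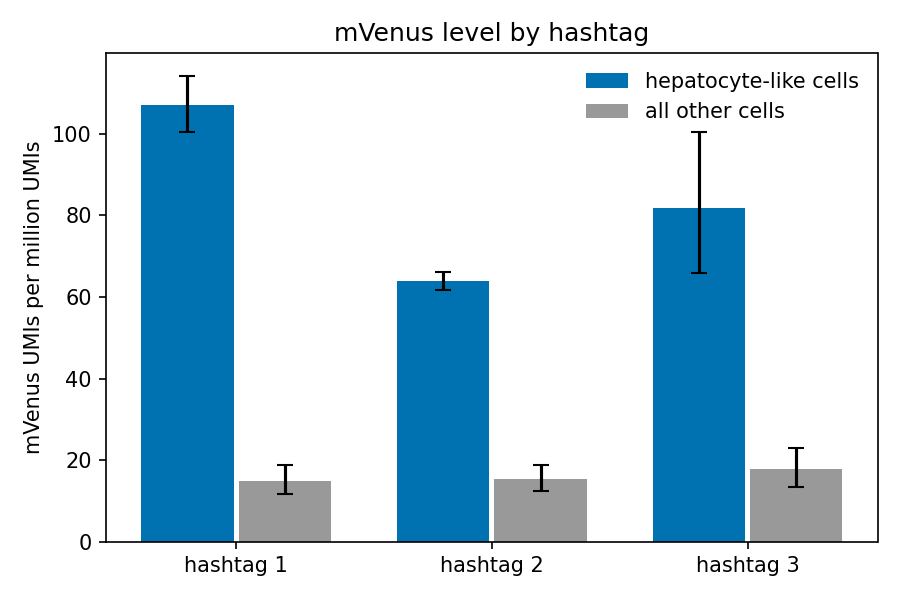
mVenus level (CPM) in hepatocyte-like cells and in all other cells for each hashtag, with 95% Poisson intervals that cover counting error only. The hepatocyte bars lie at 107, 63.9 and 81.7 CPM and the bars of the other cells at 14.9, 15.4 and 17.8 CPM. In hashtag 3, 46 of the 91 mVenus UMIs of hepatocytes came from 1 cell.

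Only part of the sorted hepatocytes had an mVenus UMI. The share was 29.1% (exact binomial interval 24.3 to 34.3) in hashtag 1, 35.2% (32.6 to 37.9) in hashtag 2 and 13.4% (9.0 to 18.8) in hashtag 3, against 3.93% (3.1 to 4.91) of the other cells, whose median depth was 5635 UMIs. With each cell thinned to 2000 UMIs the hepatocyte shares were 9.84%, 7.85% and 7.46%, after 35, 22 and 68 shallower cells had been left out, and the shares of the other cells were 0.229%, 1.70% and 2.36%. In hashtag 3 the thinned intervals of hepatocytes (3.64 to 13.3%) and other cells (1.33 to 3.87%) overlapped. With mitochondrial UMIs of up to 50% allowed, the hepatocyte mVenus levels fell to 34.0, 11.1 and 39.7 CPM, because a cluster of 1792 barcodes led by Tm4sf4 and Sox4 was then no longer named.

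To ask how oncogenic NRAS alters hepatocytes relative to the control construct, UMI sums of the 3 mice were compared over 7101 genes. With only 1 control mouse, no test between the groups was run. In the deposited pairing 20 genes were at least 2-fold apart from the D38A mouse in each G12V mouse, 5 higher and 15 lower, and 1261 genes were at least 2-fold apart between the G12V mice. The first count needs a change in each of 2 pairs of mice and the second in 1 pair, so the counts are not on the same scale. Counting error alone gave a median of 0 genes for the first count and 43 (range 23 to 69 in 100 draws) for the second. In the methods' pairing 812 genes were 2-fold apart in each G12V mouse, 458 higher and 354 lower, and 60 were apart between the G12V mice, with medians of 33.5 (15 to 51) and 0 from counting error. Both pairings rest on the same pairwise differences. Hashtags 1 and 2 differed 2-fold in 60 genes (Spearman's rho 0.981 across genes, which are not independent replicates), hashtags 1 and 3 in 939 (0.886) and hashtags 2 and 3 in 1261 (0.866). Among cells with at least 10000 UMIs these counts were 42, 616 and 649 of 7352 genes, with only 17 such cells in hashtag 3. With 202 cells of hashtags 1 and 2 each matched to those of hashtag 3 in UMIs per cell, chosen after the data were seen, the pairs were 513, 511 and 516 genes apart, against medians of 133, 179 and 178 from counting error, so by this count hashtag 3 was no further from the others than these were from each other. The median UMIs per matched cell were 4572, 5026 and 2713. Leaving out G12V replicate 1 in the deposited pairing left 939 genes and leaving out replicate 2 left 60.

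**Figure D2:**
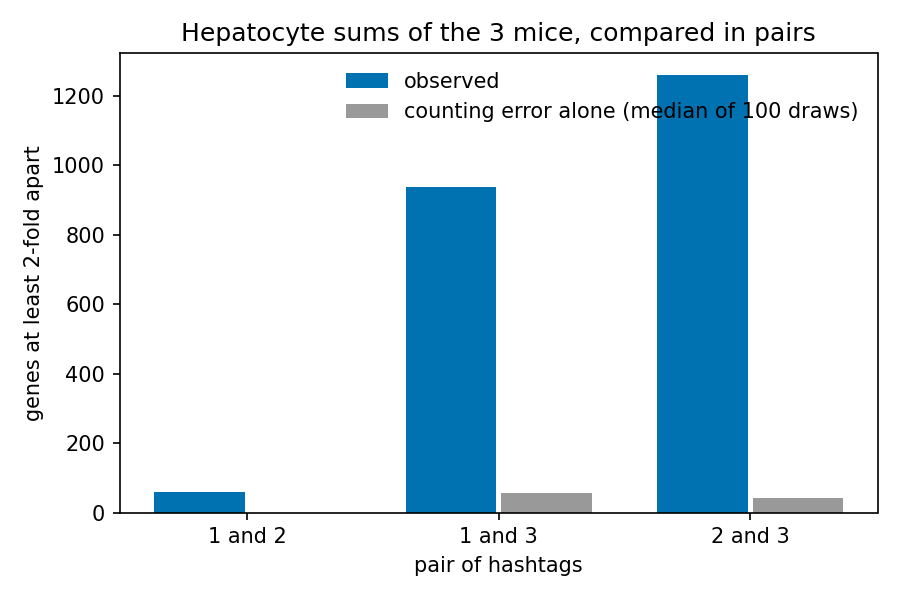
Number of genes at least 2-fold apart between the hepatocyte sums of each pair of hashtags, beside the median number from counting error alone in 100 draws. The bars are 60, 939 and 1261 genes against 0, 55 and 43.

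By the naming rule the genes furthest above the D38A mouse in the deposited pairing were Hamp2, Fabp4, Cyp2e1, Tff3 and Pon1, and those furthest below it were Cxcl9, Cxcl10, Rad51b, Ccl2 and AW112010. Fabp4 (ENSMUSG00000062515, GRCm38 chromosome 3, 10204088 to 10208576) had 21.8 CPM in hashtag 1, 47.6 in hashtag 2 and 105.8 in hashtag 3, log2 ratios of 1.10 and 2.23. Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) had 235.8, 77.0 and 41.8 CPM, log2 ratios of −1.60 and −2.47. Rad51b, a long gene, had 56.4, 28.2 and 23.8 CPM. A cluster of 145 kept hepatocytes, with 28, 116 and 1 cells of hashtags 1, 2 and 3, was led by Cd74, Sox4, Marcks, Ccl2 and H2-Aa. Cd74 and H2-Aa also led the unnamed cluster, and whether RNA of its cells adds to Ccl2 was not tested. Hamp2 has a near-identical copy, so its count of 33.5, 80.1 and 99.2 CPM is uncertain. Within the deposited pairing, a limit of at least 10000 UMIs per cell took the smaller ratio of Hamp2 to 0.002 and that of Cyp2e1 to 0.026. With up to 50% mitochondrial UMIs or with all cell types, those of Tff3 and Pon1 became 0. That of Cxcl9 was −1.69, −1.04 and −1.58 in these alternatives. In the methods' pairing all of the genes named above for the deposited pairing, except Tff3, changed sign in the smaller of the ratios. There the genes furthest above the D38A mouse were Cxcl3, Ccl2, Cxcl1, Meg3 and Igfbp1, with log2 ratios of 3.37 and 2.97 for Cxcl3, from 529 UMIs in hashtag 1 and 2233 in hashtag 2 against 6 in hashtag 3. Those furthest below it were Aqp1, Dnase1l3, Clec4g, Car3 and Nnmt. Aqp1, at 2.61, 1.42 and 59.0 CPM, and Clec4g also led the endothelial-like cluster, and 626 of the 969 cells called for hashtag 3 were endothelial-like. Of the study's panel, Ccl2 had 158, 98.8 and 13.9 CPM, Cxcl1 229.8, 175.5 and 40.2 CPM, Cdkn2b 206, 183 and 83.6 CPM, and Afp 222, 246 and 259 CPM. Dlk1 had 9.64, 25.9 and 29.5 CPM, from 85, 1278 and 36 UMIs. Its log2 ratios to the D38A mouse were 1.34 and 1.52 in the deposited pairing and −1.52 and −0.18 in the methods' pairing. No other panel gene compared was 2-fold apart in the same direction in each G12V mouse of the deposited pairing. In the methods' pairing Ccl2, Cxcl1, Ptgs2, Cdkn2b, Cdkn1a and Fga were at least 2-fold higher in each G12V mouse. Their smaller log2 ratios were 2.74, 2.10, 1.93, 1.12, 1.07 and 1.03. Alb, Hmga2, Apoa2, Afp and Dlk1 were not. All of these ratios are to the shallow sum of hashtag 3, where Ptgs2 had 1 UMI.

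With 202 cells drawn from each mouse, 9.77% of the 30 nearest neighbours of G12V cells came from the other G12V mouse and 36.6% from the D38A mouse in the deposited pairing. These shares were 35.3% and 9.75% in the methods' pairing. By hashtag, cells of hashtag 1 had 47.6% of their neighbours in hashtag 1, 37.4% in hashtag 2 and 14.97% in hashtag 3. Cells of hashtag 2 had 33.2%, 62.3% and 4.54%, and cells of hashtag 3 had 40.02%, 15% and 44.98%. With 134 cells of each mouse matched in UMIs and thinned to 2000 UMIs, also chosen after the data were seen, the share of neighbours from the same mouse was 43.1%, 38.8% and 46.0% in hashtags 1, 2 and 3. Cells of hashtag 1 then had 35.1% of their neighbours in hashtag 2 and 21.7% in hashtag 3, cells of hashtag 2 had 41.8% in hashtag 1 and 19.4% in hashtag 3, and cells of hashtag 3 had 29.4% in hashtag 1 and 24.7% in hashtag 2. There is no replicate check on these shares. Including all cell types lowered the share of G12V neighbours from the D38A mouse to 24.4%.

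Next, transgene level was examined across clusters formed without the construct rows, as the study relates its hepatocyte clusters to NRAS dose. The kept hepatocytes formed 7 clusters. In hashtag 2, mVenus ranged from 6.44 CPM (2.09 to 15.02, 142 cells) to 188 CPM (180 to 195, 228 cells) between clusters with at least 10 cells. The same clusters were lowest and highest in hashtag 1, at 12.3 CPM (6.14 to 22.0, 158 cells) and 224 CPM (207 to 241, 59 cells). In hashtag 3 only 2 clusters had at least 10 cells, with 12.7 CPM (2.63 to 37.2) in 12 cells and 42.6 CPM (27.6 to 63.0) in 175 cells, and these intervals overlapped. The cluster of 175 cells was the one that was lowest in hashtags 1 and 2. The cluster that was highest in the others held 7 cells of hashtag 3, with 63 mVenus UMIs and 485 CPM (373 to 621). Cells of the lowest cluster had a median of 3508 UMIs and those of the highest 56507, so the clusters differ in depth as well. At Leiden resolution 0.3 the highest cluster of hashtag 2 had 162 CPM, and with up to 50% mitochondrial UMIs 25.3 CPM.

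To test which genes follow RAS dose within G12V livers, mVenus bins were compared with the mouse as a block. Hashtag 2 had 831 cells in the lowest bin and 151, 151 and 150 in the others, and hashtag 3 had 175, 9, 9 and 9. Cells with mVenus had an excess of 10.5, 11.98 and 8.66 Nras UMIs per mVenus UMI over cells without it in hashtags 1, 2 and 3. Of the 27 such cells of hashtag 3, however, 20 lay in a cluster of low ratio, at 0.525 (0.196 to 0.977). In the highest bin of hashtag 3, 1 cell held 46817 of the 67879 UMIs (69.0%), 46 of the 58 mVenus UMIs and 348 of the 360 Nras UMIs, so values of that bin rest largely on this cell. Of 10420 genes, 1064 differed between the highest and lowest bin (edgeR quasi-likelihood F-test, Benjamini-Hochberg adjusted), with 394 higher and 670 lower. All 1064 had that direction in hashtag 2, 950 in hashtag 3 and 1046 (98.3%) in hashtag 1, which was outside the fit and where 74.7% of all tested genes had the direction of the fit. Hashtag 1, the D38A mouse of the deposited table and a G12V mouse in the methods, thus showed the same trend with mVenus. Whether a true D38A mouse does so is not settled by this. The bins of hashtag 1 also differed in depth and were not matched here. Its lowest and highest bins had medians of 6253 and 56175 UMIs and of 1.07% and 8.45% mitochondrial UMIs. In 2 alternatives chosen after the data were seen the count fell. Without the largest cell of the highest bin of hashtag 3, 444 genes passed, each of them among the 1064 and in the same direction. With the lowest bin matched to the highest in UMIs per cell 493 genes passed, against a median of 481 (362 to 637) for 10 random lowest bins with as many cells. DESeq2 called 508 genes with another split, 136 higher and 372 lower. In the methods' pairing 3070 of 10724 genes differed, 1441 higher and 1629 lower, and 1031 of the 1064 genes were among them, all 1031 in the same direction. Of the 3070, 2351 (76.6%) had that direction in hashtag 3. Without the mouse block no gene passed in the deposited pairing (0, with 745 at an unadjusted p under 0.05).

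The largest rises by the naming rule were Crct1, Pgf, Nrk, Stc1 and Emp1, with log2 fold changes of 6.39, 5.0, 4.48, 4.10 and 4.10, and the largest falls were Hsd3b3, Slc10a1, Slco1b2, H19 and Cyp2j5, with −5.50, −5.48, −5.46, −5.41 and −5.37. Each changed in the same direction in the 3 mice, but in hashtag 3 this rests on few UMIs. In the highest bin of hashtag 3, 1 UMI equals 11.3 CPM. Crct1, Hsd3b3 and H19 stood at 11.3 CPM there and Pgf and Slc10a1 at 22.6 CPM. Nrk (ENSMUSG00000052854, chromosome X, 138914430 to 139010532) rose by 4.48 (SE 0.463, adjusted p 1.01e-07 by edgeR's quasi-likelihood test) in 2 of 2 G12V mice, from 4.07 to 72.3 CPM in hashtag 2 and from 1.10 to 147 CPM in hashtag 3. Slco1b2 (ENSMUSG00000030236, chromosome 6, 141629518 to 141686646) changed by −5.46 (SE 0.461, adjusted p 9.0e-09 by the same edgeR test) in 2 of 2 G12V mice, from 152 to 3.63 CPM in hashtag 2 and from 92.5 to 0 CPM in hashtag 3, where the highest bin had 9 cells. Hsd3b3 and Cyp2j5 belong to clusters of near-identical genes and their counts are uncertain. Crct1 and Pgf were, in the methods' pairing, again among the largest rises, with Ptgs2, Npy and Uts2b. Slc10a1, H19, Cyp2j5 and Slco1b2 were again among the largest falls, with Hamp2.

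Senescence, secretory, progenitor and hepatocyte genes that the study showed on these cells were examined as a panel, so counts adjusted over this list are not independent evidence. Between the highest and lowest bin, 8 of the 13 panel genes tested passed over all genes by edgeR and 10 passed when adjusted over the list alone. Of the 8, 5 were higher and 3 lower, 7 had that direction in each G12V mouse and 8 had it in hashtag 1. Cdkn2b (ENSMUSG00000073802, chromosome 4, 89306299 to 89311039) rose by 2.17 (SE 0.307, edgeR adjusted p 7.94e-06) in 2 of 2 mice, from 83.9 to 441 CPM in hashtag 2 and from 60.6 to 181 CPM in hashtag 3. It also rose from 69.0 to 439 CPM in hashtag 1. Hmga2 (ENSMUSG00000056758, chromosome 10, 120361275 to 120476469) rose by 3.22 (SE 0.368, edgeR adjusted p 3.90e-07) in 2 of 2 mice. Cdkn2a rose by 2.08, and Ptgs2 by 6.91, but Ptgs2 had 0 UMIs in the lowest and highest bins of hashtag 3, so its change rests on hashtag 2, with 0.244 and 32.0 CPM. Ccl2 rose by 1.16 and had the opposite sign (−0.28) when cells were ranked after thinning to 2000 UMIs. Alb, Apoa2 and Fga changed by −1.80, −2.43 and −2.41. The fall of Fga turned into a rise of 0.10 when cells were ranked by the Nras row. Cdkn1a rose by 0.78 and did not pass over all genes (edgeR adjusted p 0.166, higher in 2 of 2 mice), but passed over the list alone. Cxcl1 (−0.51), Prom1 (−1.31), Dlk1 (−1.01) and Afp (−0.88) did not pass over all genes either. Afp was higher in the highest than the lowest bin in hashtag 1 (157 and 280.3 CPM) and hashtag 2 (245 and 259.7 CPM), and its fitted fall rests on hashtag 3 (309.5 and 11.3 CPM), with 1 UMI in the highest bin. Without the largest cell of hashtag 3, Cdkn2a, Ccl2 and Alb no longer passed over all genes, with changes of 1.49, 1.05 and −1.52. Il1a and Il1b were too low to be tested. In the methods' pairing 10 of 14 tested genes passed over all genes and 10 over the list alone, with Cxcl1 and Afp changed to 0.50 and 0.44, short of the threshold.

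**Figure D3:**
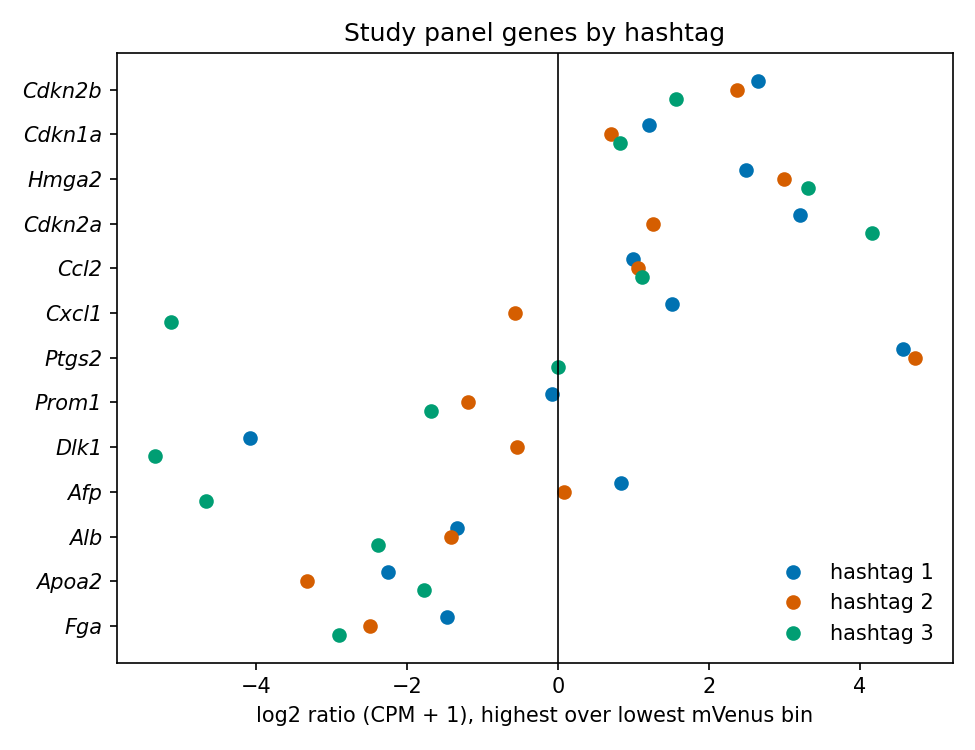
Log2 ratio of CPM + 1 between the highest and lowest mVenus bin for the 13 panel genes tested, with 1 point per hashtag and no error shown. Cdkn2b, Hmga2, Cdkn2a and Ccl2 lie above 0 and Alb, Apoa2 and Fga below 0 in the 3 hashtags, while Cxcl1 and Afp lie on either side. The highest bin of hashtag 3 has 9 cells.

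The study describes gene regulation that is not linear with RAS dose, read across expression clusters and pseudotime. Here a different measure was used, namely the middle mVenus bins against the outer bins. The lowest bin holds all cells without an mVenus UMI, so cells of low or intermediate dose may lie in it. The panel was not compared across clusters, so the study's own pattern was not tested. 3 genes passed (edgeR quasi-likelihood F-test, Benjamini-Hochberg adjusted), with 208 at an unadjusted p under 0.05. They fell outside the naming rule, since each had under 10 CPM, and are named after their values were seen. Rsad2 was 3.89 higher (SE 0.562, edgeR adjusted p 0.00132) and Ifit1 1.96 higher (SE 0.364, edgeR adjusted p 0.0246), each in 1 of 2 mice with log2 ratios of 3.37 and 1.99 in hashtag 2 against −1.72 and −1.56 in hashtag 3. Ccl5 changed by −2.31 (SE 0.399, edgeR adjusted p 0.0143) in 2 of 2 mice. Among panel genes 0 passed over all genes, with 3 at an unadjusted p under 0.05, and 1, Fga with 1.05, passed when adjusted over the list alone. For Alb the change was 0.49, for Afp 0.00, for Dlk1 0.03 and for Prom1 0.66. In the methods' pairing 0 genes passed, with 499 at an unadjusted p under 0.05, and 3 panel genes passed over the list alone, namely Ccl2 (0.82), Cdkn2b (0.40) and Alb (0.32). From the lowest to the highest bin Afp had 157, 379, 203 and 280.3 CPM in hashtag 1, 245, 249, 315 and 259.7 CPM in hashtag 2 and 309.5, 58.8, 268 and 11.3 CPM in hashtag 3, so no bin was the highest in more than 1 mouse. Dlk1 had 28.5, 28.8, 29.8 and 19.2 CPM in hashtag 2, while in hashtags 1 and 3 it was highest in the lowest bin, at 15.9 and 39.6 CPM.

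10 gene sets were tested with fry for each contrast, 20 tests in all. Of these, 2 passed in the deposited pairing, both between the highest and lowest bin. The median log2 fold change of the hepatocyte function set was −1.92 (14 genes, 0 higher, fry adjusted p 0.0404) and that of the pericentral set −1.76 (10 genes, 0 higher, fry adjusted p 0.0404). Neither passed under camera with an estimated correlation, which called 0 sets, with 4 at an unadjusted p under 0.05. MAPK output genes had a median of 1.01 with 9 of 9 higher (fry adjusted p 0.328), senescence genes 0.96 with 13 of 14 higher (0.147), SASP cytokines 1.54 with 7 of 8 higher (0.969), periportal genes −2.61 with 1 of 12 higher (0.114) and MYC targets 0.41 with 43 of 54 higher (0.965). The medians and counts come from the edgeR fit, whereas fry gives each sum the same weight, including the small sums of hashtag 3. For MYC targets fry had the opposite direction, lower, so its p-value does not test the stated rise. Hepatoblast genes had −1.01 (0.849), proliferation genes −0.28 (0.327) and dissociation stress genes −0.40 (0.969). Between the middle and outer bins 0 sets passed and 0 had an unadjusted p under 0.05. The set with the largest median there was hepatocyte function at 0.48 (14 of 14 higher, fry adjusted p 0.327). With the methods' pairing 8 sets passed, all between the highest and lowest bin, among them MAPK output at 1.33 (10 of 10 higher, fry adjusted p 0.0201), senescence at 0.99 (13 of 14 higher, 0.00832) and MYC targets at 0.46 (43 of 54 higher, 0.0199). The study's panel shares 4 genes with the senescence set, 5 with SASP cytokines, 3 with the hepatoblast set and 3 with hepatocyte function.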

Values the study reported

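The study reported 2,179 sequenced hepatocytes from 2 G12V mice and 1 G12V/D38A mouse, which formed 4 clusters.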

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

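The test of free RNA given here was chosen only after the result was seen. A signal appeared in barcodes that no comparison between mice used. mVenus stood at 57.5 CPM (95% Poisson interval 55.4 to 59.7, 2710 UMIs in 6261 barcodes) in hepatocyte-like barcodes with no hashtag call, against 15.8 CPM (13.7 to 18.0) in cells that were not hepatocyte-like. Of the 8167 hepatocyte-like barcodes, 76.7% had no hashtag call. The interval lies above that of the other cells, which argues against free RNA as the whole source, since free RNA would give both kinds of barcode a like level. These barcodes therefore may hold transgene-bearing hepatocytes whose mouse is unknown. A weak hashtag label on hepatocytes stays open and was not tested. The median barcode held 23 hashtag UMIs when hepatocyte-like, 84 when endothelial-like and 160.5 when macrophage-like. Since these barcodes belong to no group, no biological explanation was tested.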

How the results depend on the processing

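The alternatives with the methods' pairing, with the highest 5% of Scrublet scores removed, with at least 10000 UMIs per cell, with cells matched in UMIs and with the largest cell left out were chosen after the results were seen. Where no cause is given below, the cause was not tested. Leaving out Scrublet changed nothing, since it had marked 0 barcodes, and mVenus alone is the ranking already used, so neither says anything about stability.

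With the methods' pairing 812 genes were 2-fold apart between G12V and D38A and 60 between the G12V mice, or 483 and 42 with at least 10000 UMIs per cell. G12V cells had 35.3% of their neighbours in the other G12V mouse and 9.75% in the D38A mouse. The highest cluster had 224 CPM mVenus in the first G12V mouse and 188 CPM in the second. The highest and lowest bins differed in 3070 genes (1441 higher, 1629 lower), in 3287 (1586 and 1701) with at least 10000 UMIs, 2082 (936 and 1146) ranked by Nras, 2101 (1010 and 1091) with DESeq2, 710 (272 and 438) after thinning and 2736 (1305 and 1431) with the lowest bin matched in UMIs. The middle and outer bins differed in 0 genes (499 at an unadjusted p under 0.05), in 6 with at least 10000 UMIs, 0 by Nras (833 unadjusted), 1 after thinning, 4 with DESeq2 and 0 with the lowest bin matched (563 unadjusted). Over the panel alone 3, 3, 3, 2, 2 with DESeq2 and 1 with the lowest bin matched passed that contrast. Gene sets past the threshold numbered 8, 5 with at least 10000 UMIs, 4 by Nras, 5 with the lowest bin matched, 0 after thinning and 0 with camera. By construction the methods' pairing exchanges the control mouse with G12V replicate 2. The smaller log2 ratios to the D38A mouse became −0.30 for Hamp2, −1.13 for Fabp4, −0.92 for Cyp2e1, −0.47 for Pon1, 0.093 for AW112010, 2.74 for Ccl2, 0.24 for Rad51b, 1.68 for Cxcl10 and 0.86 for Cxcl9. In the dose contrast Cxcl1 passed in no case. It became 0.50, 0.36 with at least 10000 UMIs, 1.51 by Nras, 0.92 after thinning, 0.55 with DESeq2 and 0.29 with the lowest bin matched. Afp, likewise short of the threshold, became 0.44, 0.39 with at least 10000 UMIs, 0.64 by Nras, 0.72 after thinning and 0.46 with DESeq2. With the lowest bin matched Afp did not change sign. Ccl2 became −0.63 after thinning.

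With the fixed hashtag rule, whose minimum of 10 tag UMIs lies below the 13 UMIs of hashtag 1 in the median barcode, there were 1476, 413 and 77 hepatocytes with mVenus at 77.1 CPM in hashtag 1 and 147 CPM in hashtag 3. Then 12 genes were 2-fold apart between the groups and 2296 between the G12V mice, 29.2% of G12V neighbours were D38A cells, and the highest cluster had 147 CPM in replicate 1 and 64.6 CPM in replicate 2. The dose contrast called 513 genes (145 higher, 368 lower), the middle contrast 1 and the panel alone 0 (201 genes at an unadjusted p under 0.05).

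With at least 1000 genes and under 10% mitochondrial UMIs there were 254, 893 and 107 hepatocytes, with 72.3 CPM in hashtag 2. Between the groups 45 genes were 2-fold apart, the middle contrast called 0 genes (154 unadjusted) and 2 over the panel alone, and 0 sets passed.

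With up to 50% mitochondrial UMIs a cluster of 1792 barcodes led by Tm4sf4, Sox4 and Hmga2 lost its name, because the cholangiocyte marker Tspan8 was among its top 10 genes. This left 240 and 543 hepatocytes in hashtags 1 and 2 and mVenus at 34.0, 11.1 and 39.7 CPM. It gave 2109 genes 2-fold apart between the G12V mice, 12.8% of G12V neighbours from the other G12V mouse and 25.3 CPM in the highest cluster of replicate 1. The dose contrast called 1 gene and 3 over the panel alone, the middle contrast 1 gene and 0 over the panel (120 genes unadjusted), and 0 sets passed. Cdkn1a, Hmga2, Cxcl1, Prom1, Dlk1 and Afp changed sign, to −0.058, −0.79, 0.13, 0.79, 1.92 and 1.44. The highest bin of hashtag 2 then held 26 cells with 913 CPM of Nras, against 150 cells with 3667 CPM, so most cells of high dose were left out.

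With all cell types there were 810, 1928 and 969 cells, with 74.7, 59.1 and 34.5 CPM, 225 genes apart between the groups and 2598 between the G12V mice. Neighbours of G12V cells from the D38A mouse were 24.4%, and the highest clusters had 163 CPM in replicate 1 and 319 CPM in replicate 2. The dose contrast called 682 genes (193 higher, 489 lower), of which only 314 were among the 1064, 311 of them in the same direction. The middle contrast called 54 genes and 4 over the panel alone, and 0 sets passed. Of the 969 cells of hashtag 3, 626 were endothelial-like.

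With at least 10000 UMIs per cell there were 181, 1104 and 17 cells, with 115 CPM in hashtag 1 and 123 CPM in hashtag 3, 649 genes apart between the G12V mice and 166 CPM in the highest cluster of replicate 1. The dose contrast called 618 genes (143 higher, 475 lower), 610 of them among the 1064, the middle contrast 0 (121 unadjusted) and 0 over the panel, and 0 sets passed. Mixing of these cells, with 17 per mouse, gave 29.7% of G12V neighbours from the other G12V mouse. Since 30 neighbours are most of the cells drawn, 10 were also used, and 28.5% came from the other G12V mouse and 43.2% from the D38A mouse. With the highest Scrublet scores removed, the middle contrast called 5 genes and 0 over the panel, and 0 sets passed.

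By the mouse Nras row the transgene was at 1236, 842 and 813 CPM, the dose contrast called 583 genes (226 higher, 357 lower), and the middle contrast 0 (203 unadjusted) and 0 over the panel. Cxcl1, Afp and Fga then rose by 0.88, 0.64 and 0.10. Thinning before ranking gave 272 genes (61 higher, 211 lower), 0 sets and −0.28 for Ccl2. Tertiles gave 0 genes in the middle contrast (255 unadjusted) and 4 sets. Leiden resolution 0.3 gave 162 CPM in replicate 1 and 431 CPM, in 10 cells, in replicate 2.

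A minimum of 50 CPM left 4 genes apart between the groups and 569 between the G12V mice, and no filter gave 44 and 2533, as fewer or more genes entered. No filter gave 16 genes in the middle contrast. Across the fits that each left out one replicate, the genes apart between the groups ranged from 60 to 939, and the median middle-against-outer log2 change of the MAPK output set from −0.78 to 0.055, the latter without G12V replicate 2.

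With cells of hashtags 1 and 2 matched to hashtag 3 in UMIs per cell, 149 genes were apart between the groups and 516 between the G12V mice, or 203 and 513 in the methods' pairing, and 22.0% of G12V neighbours came from the other G12V mouse. These sums hold fewer UMIs, so counting error takes a larger part. With the lowest bin matched to the highest in UMIs, the dose contrast called 493 genes (143 higher, 350 lower), 486 of them among the 1064, the middle contrast 1 and 0 over the panel alone, and 0 sets passed. Without the largest cell of the highest bin of hashtag 3, the dose contrast called 444 genes (132 higher, 312 lower) and 6 over the panel alone, the middle contrast called 1 gene, and 0 sets passed, with fewer UMIs left in that bin by construction (21062 of 67879).

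Without the replicate block the dose contrast called 0 genes (745 unadjusted) and 4 over the panel alone, the middle contrast 0 (26 unadjusted) and 0 over the panel, and 1 set passed. The block pairs the sums of one mouse, so this fit carries the difference between the mice as error. With the control sums added the middle contrast called 0 genes (144 unadjusted) and 0 over the panel. DESeq2 called 508 genes in the dose contrast (136 higher, 372 lower), 507 of them among the 1064, and 0 in the middle contrast (63 unadjusted) with 0 over the panel. Camera called 0 sets.

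Where 0 sets passed, the sets at an unadjusted p under 0.05 numbered 3 with the stricter cell filter, 0 with up to 50% mitochondrial UMIs, 1 with all cell types, 3 with at least 10000 UMIs, 3 with the highest Scrublet scores removed, 1 after thinning, 4 with the lowest bin matched, 2 without the largest cell and 4 with camera, and in the methods' pairing 6 after thinning and 2 with camera. Where 0 panel genes passed the middle contrast, those at an unadjusted p under 0.05 numbered 1 with the fixed hashtag rule, 1 with up to 50% mitochondrial UMIs, 3 with at least 10000 UMIs, 2 with the highest Scrublet scores removed, 0 by Nras, 0 without the block, 1 with the lowest bin matched, 2 with the control sums added and 2 with DESeq2.

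Among named single genes of the dose contrast and the panel, 428 values kept their side of the threshold and their direction, 56 became weaker, 14 stronger and 22 changed sign. Among the genes named between mice, 59 values stayed the same, 32 moved in size and 9 changed sign. The count of dose genes was within 1.5 times of 1064 with the stricter cell filter (792), DESeq2 size factors (1064), no filter (1303), tertiles (1044), the control sums added (889), the linear trend (1472) and the highest Scrublet scores removed (1020). The depth limits hashtag 3 above all, where 9 cells per upper bin and 1113343 UMIs leave genes at low levels without a value.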

Other observations

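The tests of cells matched in UMIs, of the unnamed cluster, of free RNA and of the dose contrast were chosen only after the results were seen. The tests of the pairing, of thinning and of endothelial RNA were written before.

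Hashtag 1 belongs to the D38A mouse in the deposited table and to a G12V mouse in the study's methods. If hashtags 1 and 3 were exchanged in that table, MAPK output genes should rise with mVenus in hashtags 1 and 2 and not in hashtag 3. Their summed CPM in the highest bin over the lowest was 2.43 in hashtag 1, 1.77 in hashtag 2 and 3.38 in hashtag 3. In hashtag 3, 69 of the 73 MAPK output UMIs of the highest bin came from 1 cell, so that mouse decides nothing. A rise in hashtag 1 might also come from cells of the hashtag 2 mouse called hashtag 1 because of free tag. The ratio was 1.57 in hashtag 1 cells above the median of 91 tag UMIs, with 8 cells in the highest bin, and 2.75 in those at or below it, with 25 cells. The rise was smaller but not lost in the better-labelled cells. Over all cells of hashtag 1 the rise exceeded counting error, from 400 CPM (380 to 420) to 972 CPM (923 to 1023, 33 cells). Values set beside this afterwards mostly placed hashtags 1 and 2 together, as an exchange would. Hashtags 1 and 2 differed 2-fold in 60 genes, against 939 and 1261 from hashtag 3. The unnamed cluster below was common in both (71.7% and 73.8%) and rare in hashtag 3 (1.56%). With cells matched in UMIs the gene counts were alike for all pairs (513, 511 and 516). These values go in part with an exchange but do not exclude cells called for the wrong mouse or a rise in a true D38A mouse. The check on free tag had 8 cells and hashtag 3 had 9 per upper bin. No mouse was reassigned on these values.

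Hepatocytes of hashtag 3 stood apart from those of the other mice. Unequal sampling of the same RNA would vanish with equal UMIs per cell, but with every cell thinned to 2000 UMIs and 134 cells drawn per mouse, 61.9% of the neighbours of hashtag 3 cells came from hashtag 3, against 47.0% in hashtag 1 and 48.1% in hashtag 2. RNA of endothelial cells, which made up 626 of the 969 cells of this mouse, was also weighed. Endothelial markers in hashtag 3 hepatocytes reached 2.78% of their level in endothelial-like cells (302 against 10865 CPM), against 0.341% and 0.258% in hashtags 1 and 2. Such a share can raise the markers themselves but is small beside a 2-fold change of hepatocyte genes. A candidate explanation is that this mouse gave more cells of low UMI count, which differ in state or quality. If so, the distance should vanish among cells matched in UMIs. By genes 2-fold apart it did, with 516 between hashtags 2 and 3, 511 between 1 and 3 and 513 between 1 and 2. By neighbours, with the matched cells thinned, it did not. The share of neighbours from the same mouse was 46.0% in hashtag 3, near the 43.1% of hashtag 1 and 38.8% of hashtag 2, but cells of hashtag 1 had 21.7% of their neighbours in hashtag 3 against 35.1% in hashtag 2, and cells of hashtag 2 had 19.4% in hashtag 3 against 41.8% in hashtag 1. Both shares from hashtag 3 were the lower ones in 20 of 20 draws of 67 cells per mouse, which cover the sampling of cells and not of mice. Among cells with at least 10000 UMIs and with 10 neighbours, 7.65% of the neighbours came from hashtag 3 for cells of each mouse, but 17 cells per mouse say little. The gene counts are in line with that explanation, and the neighbours argue against it as the whole cause. A difference between the mice in the preparation or the construct received stays open and was not tested.

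An unnamed cluster led by H2-Eb1, Cd74 and H2-Aa made up 71.7% (67.4 to 75.7) of the cells of hashtag 1 that were not hepatocyte-like, 73.8% (70.2 to 77.2) of those of hashtag 2 and 1.56% (0.811 to 2.72) of those of hashtag 3. Background hashtag counts taken for a label would leave tag counts near the lowest called value of 40 for hashtag 1. The median was 226 UMIs of hashtag 1, with 4 of the highest other tag, which argues against that explanation. A difference between the livers, or in what the sort let through, was not tested.

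Hepatocyte-like clusters differed in how much Nras came with mVenus. In 2 clusters, led by Bhmt, Car3 and Inmt and by Glul, Gstm3 and Rgn and holding 2714 barcodes, the 287 barcodes with mVenus had an excess of 0.395 Nras UMIs per mVenus UMI (0.326 to 0.470) over those without. A cluster led by Sult2a2, Akr1c6 and Agxt, with 2185 barcodes of which 32 had mVenus, was also low at 1.26 (0.90 to 1.69). The cluster led by Hmga2, Sox4 and Igfbp3 had 11.8 and held 5970 of the 7352 mVenus UMIs, so it carries most of the value of 10.8 over all hepatocyte-like barcodes. Free RNA, shared by all droplets, should give a like mVenus level in all of them. The Bhmt cluster, with 423 of the 439 mVenus UMIs of the low pair, had 86.9 CPM (78.8 to 95.5), against 15.8 CPM (13.7 to 18.0) in cells that were not hepatocyte-like, 19.2 CPM (14.6 to 24.9) in endothelial-like cells and 4.69 CPM (3.37 to 6.36) in the Sult2a2 cluster. Its barcodes held few UMIs, which raises a CPM of free RNA, but per 1000 barcodes it also had 201 mVenus UMIs (182 to 221), against 116, 79.5 and 18.8. The unnamed cluster led by H2-Eb1, however, had 181.8 per 1000 barcodes (153.9 to 213.4), which overlaps, with 16.1 CPM. Except for that overlap, these levels argue against free RNA as the whole source in the Bhmt cluster. Endothelial-like cells had a like ratio of Nras, at 0.474 (0.231 to 0.769). In the Glul cluster, at 7.33 CPM (4.19 to 11.9), and the Sult2a2 cluster, free RNA and RNA made in the cells cannot be told apart, because they held 16 and 41 mVenus UMIs and lay no higher than the other cell types. mVenus RNA without NRAS in the Bhmt cluster stays open and was not tested, and no biological explanation was tested.

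The genes that changed between the highest and lowest mVenus bins could reflect shallower cells in the lowest bin, with medians of 36295 and 59297.5 UMIs in the lowest and highest bins of hashtag 2. With the lowest bin matched to the highest in UMIs per cell and hashtags 1 and 2 in the fit, 2736 genes were called, against a median of 1940 (989 to 2740) for 10 random lowest bins with as many cells. In the deposited pairing these values were 493 and 481 (362 to 637). UMIs per cell are thus excluded as the source. The count itself leans on hashtag 3, since 444 genes were called without the largest cell of its highest bin. The directions do not rest on that mouse, as 98.3% of the 1064 genes had the same direction in hashtag 1, outside the fit, against 74.7% of all tested genes. That share was taken from bins of hashtag 1 with medians of 6253 and 56175 UMIs. With the lowest bin matched and hashtags 1 and 2 in the fit, 999 of the 1064 genes were called, all 999 in the same direction. It remains possible that cell state, rather than RAS dose, sets both mVenus RNA and these genes, and this was not tested.

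The kept hepatocytes formed 7 clusters here. That is higher than the number quoted from the study above. The cells used, their filters and the clustering resolution differ.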
